A study of Mus musculus with 12 samples.

How the data were processed

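RNA-seq and ribosome profiling were measured in mouse small-intestinal organoids of 3 Eif4g2 genotypes: wild type (WT), heterozygous (Het) and homozygous mutant (KO). Ribosome profiling sequences the mRNA fragments that ribosomes protect from RNase, called footprints, so that a count per coding region reflects ribosome occupancy. Each genotype had 2 libraries per assay, 12 libraries in all. Per the labels' protocols, organoids grew for 3 days in a basal medium to which R-spondin-1, Noggin and an epithelial growth factor were added, and 0.5 µM 4-OHT was given for 24 hours. RNA-seq libraries came from a stranded commercial kit, and footprint libraries from linker ligation, rRNA depletion with a mouse probe set, in vitro transcription, reverse transcription and PCR.

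The authors deposited a table of raw counts for each library, with no header. Each table has 278268 rows with a versioned Ensembl transcript ID, a whole number and a count. The whole number, whose meaning is not stated, behaved as the length of the counted coding region. It ran from -9 to 35381 and was given in 66495 rows; the other 211773 rows had a count of 0 in every library, as did the 179 rows with a length of 0 or less. IDs and lengths were the same in all 12 tables. The aligner, the counting tool, the genome build, the annotation and any use of molecular identifiers or strand in counting are not stated per the labels' protocols. No step of these kinds is assumed here. Identical counts on neighbouring isoforms showed that a read was counted on every isoform it fell on, so rows are not independent. Reads shared between near-identical or overlapping genes, on either strand, could be split or counted again in the same way, so values for such transcripts are uncertain.

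The planned analysis assumed gene symbols. The tables hold transcript IDs only, and the reference tables used here pair gene IDs, not transcript IDs, with symbols. The level of Eif4g2 in each library was therefore not analysed here, and the genotype labels were not checked against it. The 14 gene lists fixed before the data were examined, histone modifiers, chromatin remodellers, intestinal stem cell, Paneth, goblet, enterocyte, enteroendocrine and tuft cell, fetal-like, proliferation, integrated stress response, p53, ribosomal protein and initiation factor lists, were not tested either. No gene name was inferred from an ID.

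In place of genes, rows were joined into transcript groups by a rule set after the tables were seen and before any test of genotype was run. A row was linked to any of the next 25 rows with counts when both had at least 24 counts over the 12 libraries and their profiles matched. Matching meant a chi-square statistic under 3.05, the lower tail of 0.01 with 11 degrees of freedom, or an SD under 0.15 of their log2 ratio over libraries with 0.5 added to each count. The SD criterion was added because some isoforms stayed apart under the first. Rows with identical counts were linked from 6 counts. The 63239 rows with any count gave 40818 groups, of which 10647 held more than 1 row and the largest held 47. The row with the most counts stood for its group. Some isoforms of a locus remain as separate groups, so counts of groups are not counts of genes.

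Each assay was fitted with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, quasi-likelihood F tests and Benjamini-Hochberg adjustment, with calls at an adjusted p under 0.05. The 6 libraries of an assay entered 1 fit with 3 residual degrees of freedom. Ribosome density, also called translational efficiency, was tested as the genotype by assay interaction in 1 model over all 12 libraries, with 6 residual degrees of freedom. A density change is the log2 change in ribosome profiling minus that in RNA-seq. Standard errors were the size of the log2 change divided by the square root of F. The 9 comparisons were KO vs WT, Het vs WT and KO vs Het for each of RNA-seq, ribosome profiling and density. All p-values are two-sided. Named transcripts followed a rule fixed before the data were examined: called, a mean of at least 50 counts in each assay, and both libraries of 1 genotype above both of the other in the footprint to RNA-seq ratio, ranked by log2 change. The fixed rule also skipped rows without a gene name, which would leave no transcript here, so that part was dropped. Since no gene name is paired with an ID, only 2 that rose and 2 that fell in density are printed.

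Each test was tried on a single set of simulated counts with 200 changed groups at the depth and spread of the KO vs WT comparisons. Changed groups were drawn from those with a mean of at least 20 counts (RNA-seq counts for density). In RNA-seq (7493 groups), edgeR recovered 167 and made 9 false calls (5.11% of calls). In ribosome profiling (20495 groups) it recovered 185 and made 23 false calls (11.1%), above the nominal rate. In density (19569 groups) it recovered 145 and made 3 false calls (2.03%). DESeq2 1.42.0 recovered 122, 160 and 146 with 0, 3 and 4 false calls. A further simulation, added after the data were seen, changed the density of 200 groups with a mean below 10 RNA-seq counts.

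Alternatives fixed before the data were examined were relative log expression size factors, no count filter, at least 10 counts in every library, summed rows, only the 2 genotypes compared, an absolute log2 change of at least 1, DESeq2, each library left out in turn, and the organoid number as a block in the density model. Added after the data were seen were merging only identical rows, testing every row, thinning libraries at random, centring density changes on their median, and centring combined with thinning or with the filter of 10 counts. A shift of all KO vs Het density changes by 0.1 to 0.5 was also run but not used here, since it alters the split by construction. Leaving out a library leaves 1 in an arm, so it gave values and no calls; counts of calls have no such values. With 2 libraries per group, other splits of the samples and a search for outlying samples were not run. Replicate pairs were compared by a chi-square statistic over groups with at least 20 counts; all 6 pairs differed by more than sampling noise (1.23 to 2.62 per degree of freedom), so no pair was treated as a library deposited again.

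The organoid numbers are 6026 and 6028 for WT, 6070 and 6072 for KO, and 6136 and 6139 for Het, the same in both assays. Their meaning is not stated, and they fall in a separate range for each genotype. A difference between genotypes therefore cannot be separated from any difference between the animals, lines or dates that the numbers may stand for. Binomial intervals are exact (Clopper-Pearson, 95%) and, like all depths here, cover counting error only.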

Results

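The data comprised 6 RNA-seq and 6 ribosome profiling libraries of mouse small-intestinal organoids, with 2 libraries for each of 3 genotypes at Eif4g2 (WT, Het and KO) in each assay. Eif4g2 encodes a translation initiation factor, and the series title names its role in the initiation of histone modifiers as the interest of the study. Counts were compared between genotypes in RNA-seq, in ribosome profiling and in their ratio, the ribosome density. The unit of all tests was the transcript group, a set of isoforms that shared reads.

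RNA-seq was much shallower than ribosome profiling. Over transcript groups, RNA-seq totals were 228323 and 199323 counts in WT, 399227 and 283585 in Het, and 458434 and 555114 in KO. The totals rose from WT to Het to KO without overlap, so depth and genotype were confounded in RNA-seq. Ribosome profiling totals were 8296370 and 2952405 counts in WT, 5891443 and 8172680 in Het, and 13755533 and 9688034 in KO. Between 22769 and 26735 groups had a count in an RNA-seq library, against 26099 to 29788 in a ribosome profiling library. The 10 most counted groups held 4.79% to 6.42% of counts in every library.

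**Figure D1:**
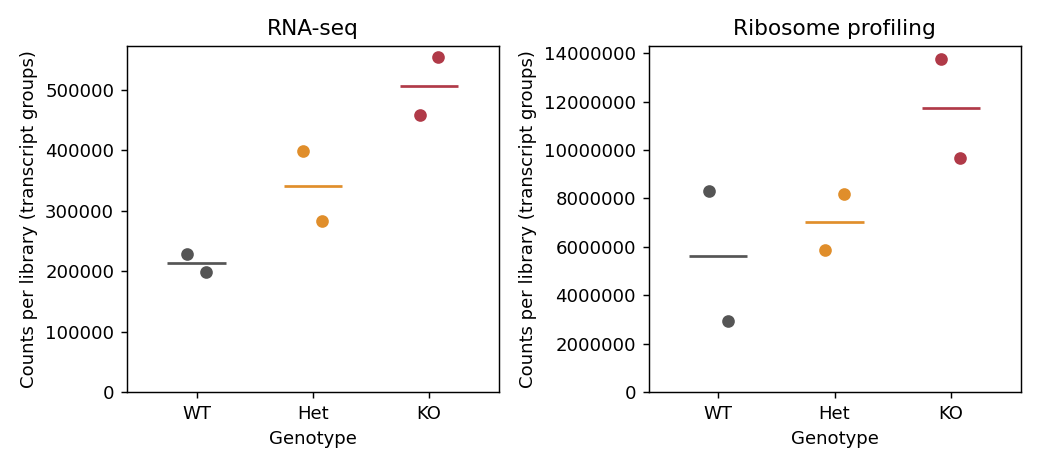
Total counts over transcript groups (y axis, counts per library) by genotype (x axis) in RNA-seq (left) and ribosome profiling (right); points are libraries and lines are means of 2. RNA-seq totals lie between 199323 and 555114 and do not overlap between genotypes.

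Replicates agreed more closely with each other than with the opposite homozygote. Across the 3550 groups with at least 10 counts in every RNA-seq library, the correlation of log2(CPM + 1), where CPM is counts per 1000000 counts of the library, between replicates was 0.932 in WT, 0.947 in Het and 0.962 in KO. Pairs of a WT and a KO library ranged from 0.832 to 0.859. Across the corresponding 16132 groups in ribosome profiling, replicates correlated at 0.987 in WT, 0.992 in Het and 0.995 in KO, and WT and KO pairs at 0.963 to 0.971. The lower-numbered Het RNA-seq library correlated at 0.892 to 0.903 with WT and 0.916 to 0.922 with KO, whereas the higher-numbered library correlated at 0.907 to 0.917 with WT and 0.892 to 0.902 with KO. The lower-numbered library was also the deeper (399227 counts against 283585), so depth cannot be told apart from other causes of this order. In ribosome profiling both Het libraries were nearer to WT (0.983 to 0.990) than to KO (0.972 to 0.974). These correlations run across groups, which are not independent replicates.

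The first comparison asked which RNA levels differed with genotype. Of 7493 groups tested in RNA-seq, edgeR's quasi-likelihood test called 1165 in KO vs WT, 539 higher and 626 lower in KO. The same test called 127 in Het vs WT, 44 higher and 83 lower in Het, and 449 in KO vs Het, 238 higher and 211 lower in KO. At an unadjusted p under 0.05 the numbers were 2243, 1132 and 1492. The median size of a called change was 1.11 on the log2 scale in KO vs WT, 0.94 in Het vs WT and 0.92 in KO vs Het. The split by direction depended on the count filter: without it KO vs WT gave 816 higher and 277 lower, Het vs WT 86 and 23, and in KO vs Het 256 of 357 calls were higher. With at least 10 counts in every library the splits were 461 and 394, 66 and 65, and 252 and 213. The tool and a cut on size moved the split too. DESeq2 gave 136 higher and 194 lower in KO vs WT, 8 and 40 in Het vs WT, and 71 and 29 in KO vs Het. At an absolute log2 change of at least 1 these were 320 and 387, 30 and 27, and 80 and 110. The counts depended on the tool and the merging of rows. DESeq2 called 330, 48 and 100 groups, and edgeR on summed rows called 461, 0 and 8, where 1238 groups passed an unadjusted p under 0.05 in Het vs WT. Summing counts a shared read again on each isoform row, which the count model does not allow for.

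Ribosome profiling addressed the same question for ribosome occupancy. Of 20495 groups tested, edgeR called 5111 in KO vs WT, 2279 higher and 2832 lower in KO. In Het vs WT it called 248, 132 higher and 116 lower in Het, and in KO vs Het 4686, 2039 higher and 2647 lower in KO. These splits differed between alternatives: KO vs WT was 751 higher and 1434 lower by DESeq2, and 2783 and 2771 without a count filter. Het vs WT was 51 higher and 72 lower with only these 2 genotypes fitted, and 13 and 47 at an absolute log2 change of at least 1. KO vs Het was 612 higher and 1186 lower by DESeq2, and 213 and 769 at that change cut. Without a count filter it was 2404 and 2582. At an unadjusted p under 0.05 the numbers were 7407, 2253 and 7066. Called changes had a median size of 0.58, 0.53 and 0.56 on the log2 scale in the 3 comparisons. Of the calls in KO vs WT, 1270 had an absolute log2 change of at least 1, 270 higher and 1000 lower. DESeq2 called 2185, 82 and 1798 groups, and in simulated counts edgeR's false calls in this assay were 11.1% of its calls. As a ratio, depth moved the counts most: thinned to the RNA-seq totals, ribosome profiling gave 374, 12 and 411 calls.

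**Figure D2:**
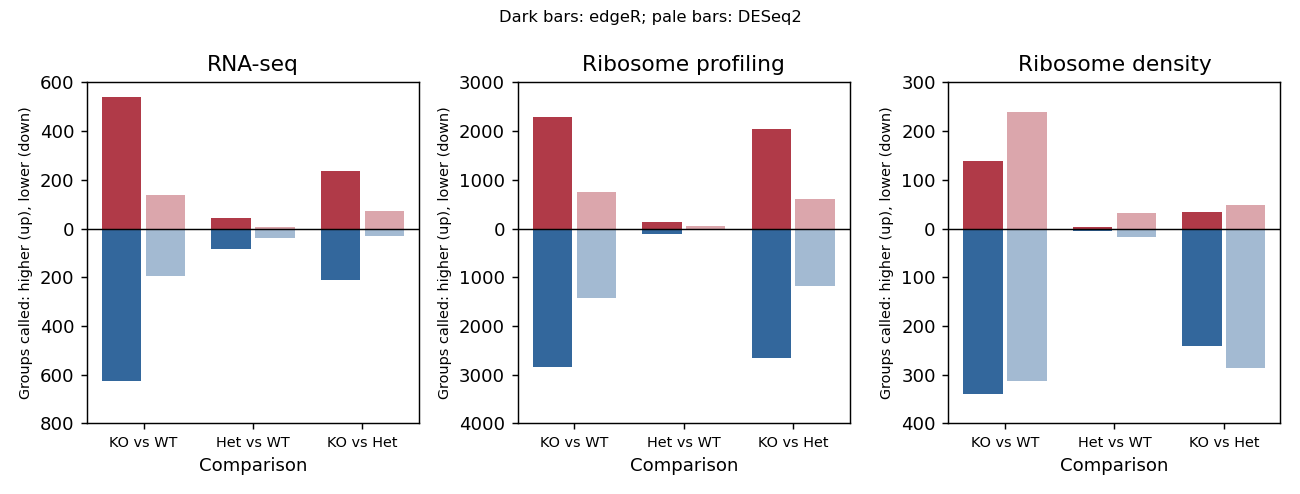
Numbers of transcript groups called higher (upward bars) and lower (downward bars) at an adjusted p under 0.05 in 3 comparisons (x axis) for RNA-seq, ribosome profiling and ribosome density; dark bars are edgeR and pale bars DESeq2, and the panels have different scales. Het vs WT has the fewest calls in each panel, with 127, 248 and 9 by edgeR.

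RNA-seq and ribosome profiling changes were then set against each other. Among the 7341 groups tested in both assays, the KO vs WT log2 changes correlated across groups with a Pearson r of 0.364 and a Spearman rho of 0.314. The SD of the changes was 0.72 in RNA-seq and 0.44 in ribosome profiling. Counting noise in the shallow RNA-seq libraries widens the first SD and lowers the correlation, by an amount not estimated here. The values therefore do not show that RNA changes were truly larger or largely separate from footprint changes. RNA-seq called 1099 of these groups and ribosome profiling 2328, and 504 were called in both, 437 of them with the same sign. Of the RNA-seq calls, 800 (72.8%) had the same sign in ribosome profiling. With each WT and KO organoid number left out in turn, r lay between 0.260 (without the lower-numbered WT libraries) and 0.354.

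Ribosome density was tested over 19569 groups. In KO vs WT edgeR called 479 groups, 340 lower and 139 higher in KO, so that 71.0% were lower. That split depended on the scaling: the median log2 change over all groups was -0.08, and with changes centred on their median 471 groups were called, 264 lower and 207 higher (56.1% lower). Het vs WT gave 9 calls, 5 lower and 4 higher in Het. With relative log expression size factors the 9 calls there split 44.4% lower, and with centring 36.4% of 11 calls were lower. KO vs Het gave 274 calls, 241 lower and 33 higher in KO (88.0% lower), and 89.2% of 278 calls were lower after centring. With at least 10 counts in every library, 239 were lower and 126 higher there (65.5% of 365), and without a count filter 145 and 5. At an unadjusted p under 0.05 the numbers were 2770, 1587 and 2094. DESeq2 called 553, 49 and 335, of which 56.6%, 36.7% and 85.4% were lower, so the KO vs WT split depended on the tool too. The alternative that moved the KO vs WT count most was testing every transcript row, which gave 1062 calls.

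The depth of RNA-seq set the precision of the density. Of the 19569 groups tested, 12990 had a mean below 10 RNA-seq counts, and only 50 of the 479 KO vs WT calls were among them. In simulated counts, density changes placed in groups below that mean were recovered in 0 of 200 groups at 2-fold and 7 of 200 at 4-fold, whereas the self-test, which changed only groups with a mean of at least 20 RNA-seq counts, recovered 145 of 200. Among the 340 groups with lower density in KO, the median log2 change was 1.14 in RNA-seq and -0.18 in ribosome profiling, and in 274 (80.6%) the RNA-seq change was the larger in size. Among the 139 groups with higher density the medians were -0.90 and 0.14, and the RNA-seq change was the larger in 122 (87.8%).

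Transcript ENSMUST00000162415.9 had the most negative density change under the naming rule. Its footprint to RNA-seq ratio was 0.852 in WT, 0.435 in Het and 0.048 in KO (means, n = 2). Its gene was not identified, so Eif4g2 itself is not excluded and an effect on another gene is not shown. Its log2 density change in KO vs WT was -4.10 (SE 0.23, edgeR adjusted p 9.62e-19). Footprints were 125 ± 3.4 CPM in WT, 88.4 ± 0.023 in Het and 8.18 ± 0.77 in KO (SD, n = 2). RNA-seq was 147 ± 9.1 CPM in WT, 203 ± 3.1 in Het and 170 ± 6.2 in KO (SD, n = 2), a difference between KO and WT that edgeR did not call (adjusted p 0.722). These RNA-seq values rest on 35 and 28 counts in WT and 80 and 92 in KO. The Het vs WT footprint change was -0.50 (edgeR adjusted p 0.00118), while its density change of -0.89 was not called (edgeR adjusted p 0.181).

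Transcript ENSMUST00000058470.16 had a density change of -2.87 (SE 0.17, edgeR adjusted p 1.05e-18) that came from RNA-seq. RNA-seq was 436 ± 120 CPM in WT, 685 ± 80 in Het and 2964 ± 215 in KO (SD, n = 2), a log2 change of 2.69 in KO vs WT (edgeR adjusted p 3.51e-16). Footprints were 390.02 ± 11 CPM in WT, 370 ± 27 in Het and 350.5 ± 4.0 in KO (SD, n = 2), with no call in KO vs WT (edgeR adjusted p 0.0827).

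The leading density rises under the naming rule were smaller. ENSMUST00000061767.5 rose by 1.68 (SE 0.29, edgeR adjusted p 0.00019) and ENSMUST00000239525.1 by 1.43 (SE 0.21, edgeR adjusted p 7.76e-06). The first fell in RNA-seq from 891 ± 102 CPM in WT to 704 ± 36 in Het and 487 ± 60 in KO (SD, n = 2). The second fell from 912 ± 100.7 to 608 ± 97 and 469 ± 44 (SD, n = 2). Footprints on ENSMUST00000061767.5 were sparse, 4.23 ± 1.2 CPM in WT and 6.55 ± 1.5 in KO (SD, n = 2), from 15 to 105 counts per library in these genotypes. On ENSMUST00000239525.1 they were 10.6 ± 1.6 in WT and 15.1 ± 0.69 in KO (SD, n = 2). Both transcripts had a far lower CPM in ribosome profiling than in RNA-seq. In each of the 4 named transcripts, the footprint to RNA-seq ratios of both KO libraries lay on 1 side of those of both WT libraries, as the naming rule required.

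**Figure D3:**
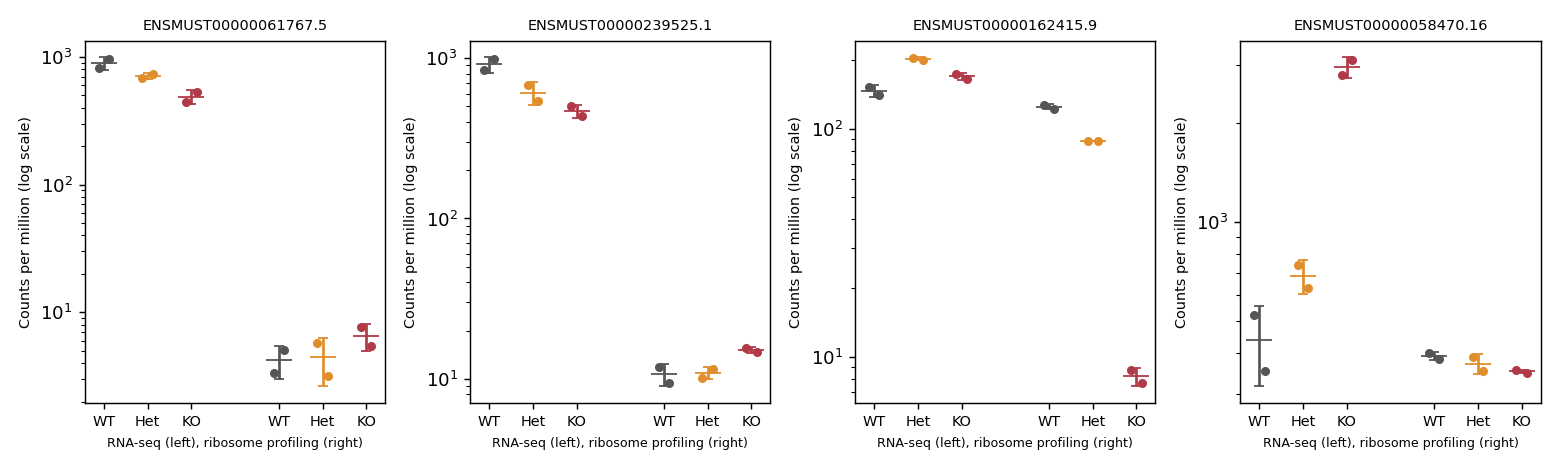
CPM (y axis, log scale, a separate scale per panel) of 4 transcripts by genotype in RNA-seq (left of each panel) and ribosome profiling (right); points are libraries, and horizontal marks with bars are means and SD of 2. Footprints of ENSMUST00000162415.9 fall from 125 in WT to 8.18 in KO, and RNA-seq of ENSMUST00000058470.16 rises from 436 to 2964.

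The Het libraries were compared with the direction of the KO change. Of the 1165 groups called in RNA-seq KO vs WT, 1086 (93.2%) had the same sign in Het vs WT. Because both comparisons share the WT libraries, 100 simulations of an unchanged Het were run, which gave a mean of 74.6% and at most 78.4%. Of the 5111 groups called in ribosome profiling, 3842 (75.2%) had the same sign, against a simulated mean of 63.8% and at most 65.3%. The slope of the Het on the KO change over called groups was 0.52 in RNA-seq (simulated mean 0.23, at most 0.27) and 0.25 in ribosome profiling (simulated mean 0.10, at most 0.13). In simulations of an unchanged Het the share was thus also higher in RNA-seq, by a mean of 10.8 points against 18.0 observed. The difference between the assays itself was not tested by a model. The simulations hold random noise only, so an offset common to both WT libraries is not excluded as a source of these shares.

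**Figure D4:**
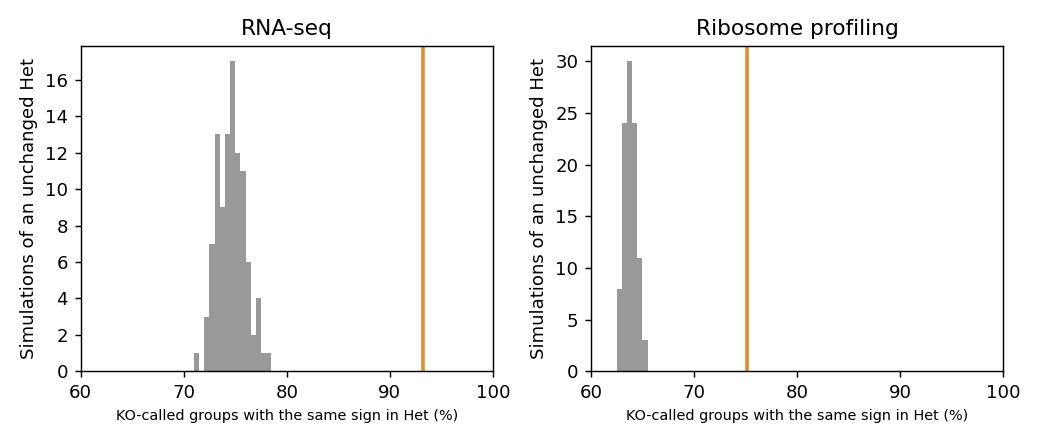
Share of groups called in KO vs WT that had the same sign in Het vs WT (x axis, percent) in 100 simulations of an unchanged Het (grey histogram, y axis number of simulations) and in the data (orange line). The data lie at 93.2% in RNA-seq and 75.2% in ribosome profiling, above every simulation.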

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

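Merging only identical rows, testing every row, both thinnings, centring and its combinations with thinning or the filter of 10 counts were chosen after the data were seen. The density changes of ENSMUST00000162415.9, ENSMUST00000058470.16, ENSMUST00000061767.5 and ENSMUST00000239525.1 kept their sign under each alternative run and stayed called under each that gave calls. The self-test made calls at this sample size, but 2 libraries per group leave the spread poorly known, and edgeR and DESeq2 differed widely. DESeq2 called 330 groups in KO vs WT, 48 in Het vs WT and 100 in KO vs Het in RNA-seq, 2185, 82 and 1798 in ribosome profiling, and 49 in density Het vs WT. All 330, 2185 and 1798 of these KO calls were shared with edgeR. Overlap was partial in density, where 409 of 553 DESeq2 calls in KO vs WT were shared. In KO vs Het 247 of 335 were shared there, and in Het vs WT 7 of 49. The cause of the difference was not tested. In a single set of simulated ribosome profiling counts edgeR's false calls exceeded the nominal rate, but far fewer groups were changed there than were called in the data.

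Summing the rows of a group gave 461, 0 and 8 calls in RNA-seq, 41 in ribosome profiling Het vs WT, and 0 and 95 in density Het vs WT and KO vs Het. At an unadjusted p under 0.05, 1238 groups passed in RNA-seq Het vs WT and 2010 in density Het vs WT. Summing counts a read shared by isoforms once per row, which the count model does not allow for. The low numbers of calls therefore do not show that the Het calls are absent. Whether recounting is the cause was not tested. Merging only identical rows gave 2153, 294 and 884 in RNA-seq, 8518 and 7869 in ribosome profiling KO vs WT and KO vs Het, and 899, 18 and 533 in density. Testing every row gave 2524, 349 and 1014, then 9907 and 9229, then 1062, 28 and 577. Isoforms that share reads are counted again in these counts, which raises them by construction. Whether that accounts for the whole rise was not tested.

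Counts of calls depended on depth. Thinning to the smallest library of an assay gave 732 and 227 calls in RNA-seq KO vs WT and KO vs Het, 2770, 128 and 2288 in ribosome profiling, and 300, 15 and 125 in density against 479, 9 and 274 as deposited, so Het vs WT rose. Ribosome profiling at the RNA-seq totals gave 374, 12 and 411. Requiring an absolute log2 change of at least 1 left, by construction, 707, 57 and 190 in RNA-seq, 1270, 60 and 982 in ribosome profiling, and 4 and 176 in density Het vs WT and KO vs Het. Without a count filter, ribosome profiling Het vs WT gave 592 and density KO vs Het 150. With at least 10 counts in every library, density Het vs WT gave 31 and the share of RNA-seq KO calls with the same sign in Het was 89.6%. Fitting only the 2 genotypes compared gave 123 in ribosome profiling Het vs WT. The cause was not tested for these.

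Leaving out each WT and KO organoid number in turn gave an r between RNA-seq and ribosome profiling changes from 0.260 to 0.354. It gave values and no calls for the named transcripts: -4.19 to -4.03, -3.14 to -2.69, 1.26 to 2.03 and 1.21 to 1.82, in the order above. Counts of calls have no such values.

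The replicate block by organoid number gave 474, 17 and 266 density calls, so only Het vs WT moved by over 1.5 times. Same-numbered libraries of the 2 assays deviated together only weakly: over 1385 groups with at least 300 RNA-seq counts, r was 0.062 in WT, 0.043 in KO and 0.161 in Het. The samples thus share a number, and pairing was not taken as shown.

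A count was labelled as moved when it changed by over 1.5 times. The correlation r, the shares with the same sign and the single transcripts were not judged by that fold. Over the comparisons, 56 values under alternatives moved and 52 did not. Of the counts by direction and single transcripts, 124 moved and 134 did not. The share of density calls that were lower in KO vs WT ranged from 56.1% with centring to 89.3% without a count filter, and in KO vs Het, apart from a shift set by hand that alters the split by construction, from 65.5% with at least 10 counts in every library to 96.7% without a count filter. Centring with the filter of 10 counts gave 60.2% and 72.4%, and centring with thinning 56.9% to 64.7% and 85.2% to 95.6% over 10 draws. The alternatives for the level of Eif4g2 and for the 14 gene lists were not run, since no gene symbols were paired with transcripts.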

Other observations

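The comparison of low-footprint counts with library totals, that of calls at equal totals, the background tests of RNA-seq calls, the thinning test of falls in density in KO vs WT, and the KO vs Het density tests other than that of length were chosen after those values had been seen. For the other tests the prediction preceded the test's value, although the patterns had been noticed in the same data. Replaced after their values were known were a planned share of groups called without background, a planned simulation for unequal depth and simulated gaps between assays; their values are given below. After a first value was known, the comparison of lengths between falls and rises, the joining of neighbouring calls, the repetition of each thinning over 10 draws and, for the test with separate WT libraries, the interval of the slope difference were added. The readings of total count alone, unequal depth, shared WT libraries, background and, in KO vs Het, scaling were revised in the same way.

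RNA-seq counts on groups with almost no footprints differed between genotypes. Groups with a mean below 0.5 CPM in ribosome profiling (18768 groups) held 4.90% (95% exact interval 4.81 to 4.99) and 6.16% (6.06 to 6.27) of RNA-seq counts in the WT libraries. They held 3.65% (3.59 to 3.71) and 4.20% (4.12 to 4.27) in Het, and 2.19% (2.15 to 2.24) and 2.71% (2.66 to 2.75) in KO. The number of these counts varied 1.495-fold between the 6 libraries, against 2.79-fold for the totals. A near-constant amount of background per library, which would weigh most on the shallowest libraries, is a candidate explanation that goes with these values. In 2 of the 3 genotypes the shallower library had the higher share, and in KO the order was the opposite. Total count and genotype cannot be told apart as causes in RNA-seq, because its totals follow the genotypes. In ribosome profiling the same groups held 0.1732% and 0.2017% of counts in WT, 0.1638% and 0.1515% in Het, and 0.1424% and 0.1327% in KO. Both KO libraries were the deepest there too and the shallowest was WT, but those totals did not follow the genotypes throughout. The other WT library (8296370 counts) was deeper than both Het libraries and still had a higher share than either. Within KO the deeper library also had the higher share, while within WT and Het the shallower did. These orders go against total count alone in ribosome profiling, but they rest on few libraries and leave the cause in RNA-seq undecided. No biological explanation was tested for this share.

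Such background could produce RNA-seq calls in KO vs WT. From the counts on low-footprint groups it was estimated at 1.81 counts per 1000 units of length in WT. Background that weighs most on WT would give calls lower in KO, yet 539 of the 1165 calls were higher, which argues against it as the source of those. For the 626 lower calls it cannot be told apart from other causes: 406 were left, beside 464 higher, without groups where background would be 10% or more of WT counts, but that filter is set by WT counts and rests on an assumed spread of background over groups. For the same reason the share called there, 19.1% of 4558 groups against 15.5% over all groups, decides nothing. Genotype and whatever the organoid numbers stand for remain open.

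Falls in ribosome density outnumbered rises in KO vs WT, and this lean may be partly technical. Leaving out groups with background of 10% or more left 66.1% of 525 calls as falls, but this decides nothing, since background that weighs most on WT would give rises in the groups it reaches. Centring lowered the share from 71.0% to 56.1%, and DESeq2 without centring gave 56.6% of 553 calls as falls. When neighbouring calls of 1 sign within 25 groups in the tables' order were joined, to allow for isoforms of a locus, 174 runs fell and 152 rose after centring (53.4%, exact interval 47.8 to 58.9). Scaling therefore cannot be told apart from a real excess of falls, because the remaining excess lies within its interval. Joining can also merge unrelated neighbours, more so in the commoner direction, which draws a joined share toward 50%. Without centring the joined share was 66.6% (61.2 to 71.6). With at least 10 counts in every library, 57.1% of calls were falls without centring (joined 55.5%, 50.6 to 60.4), and the joined share after centring was 58.3% (53.4 to 63.0), so the outcome differed between filters. Unequal depth was removed by thinning each library to the smallest total of its assay: 64.4% to 72.3% of calls were falls over 10 draws, and the joined share stayed above 50% with its interval in each draw (lowest bound 55.2), which argues against depth as the whole cause. With thinning and centring combined the lowest bound was 48.7. In 20 simulations without any change, 48.9% to 62.2% of groups at an unadjusted p under 0.05 fell, and 2 of the 20 reached the 60.2% of the data; these had at most 1 call at an adjusted p under 0.05, so they say little about the 479 calls. The median length of falling groups was 518, at percentile 0.17 of 10000 random lists matched on RNA-seq counts (542 to 678 for the central 95%). It did not differ beyond chance from the 585 of rising groups (permutation p 0.358), so length cannot be told apart from other features of called groups. The RNA-seq change was larger than the footprint change in 80.6% of falling groups. At an unadjusted p under 0.05 this held for 86.3% of 1667 falls, below the 94.3% to 97.7% of the unchanged simulations. A rise of RNA-seq counts without a change in footprints cannot be told apart from other causes by these shares, because noise in the shallower assay gives such shares too. A biological excess of falls in KO vs WT stays open, untested, beside scaling and whatever the organoid numbers stand for.

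Falls also outnumbered rises in density in KO vs Het, a comparison that does not use the WT means, with 241 of 274 calls (88.0%; joined share 83.9%, exact interval 77.8 to 88.8). Centring gave 89.2%, but it shifted the changes by only 0.0114, so scaling cannot be told apart as a cause by it. Leaving out groups with background of 10% or more of Het counts gave 85.7%, which decides nothing, since background higher in Het would give rises. Thinning to equal totals gave at least 85.2% in 10 draws (lowest bound 74.2), which argues against unequal depth as the whole cause. The lean depended on the count filter: falls were 96.7% of calls without a filter, 88.0% with the default and 65.5% (joined 63.1%, 57.0 to 68.9) with at least 10 counts in every library. The last value argues against groups with few counts as the whole cause, and they may be part of it. All 197 reported calls tested under that filter stayed called, 173 of them falls, and 168 calls were new, 66 falls and 102 rises. The median length of falling groups was 542, at percentile 1.1 of random lists matched on RNA-seq counts (554 to 721), and did not differ beyond chance from the 504 of the 33 rising groups (permutation p 0.851), so length cannot be told apart from other features of called groups. Genotype stays open, untested, and so does whatever the organoid numbers stand for, since they follow the genotypes.

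Het was nearer to KO in RNA-seq than in ribosome profiling, which a reader might take as an effect of gene dosage on RNA. That RNA-seq calls kept their sign in Het was not due to random noise in the shared WT libraries alone. At most 78.4% did in simulations of an unchanged Het, against 93.2% observed. The simulations drew noise independently for each group, so they do not exclude an offset common to both WT libraries. The gap between the assays is less clear. The same simulations gave RNA-seq the higher share by a mean of 10.8 and at most 13.98 points, against 18.0 observed, and the higher slope by a mean of 0.128 and at most 0.178, against 0.261. With library totals matched, the simulated gap was at most 8.81 points and 0.0864 in slope over 20 draws, against 7.96 to 13.1 points and 0.192 to 0.236 in the data. In simulations where Het followed the same part of the KO change in both assays, a part of 0.1 gave at most 86.2% in RNA-seq, and a part of 0.2 at least 86.2% in ribosome profiling against the 75.2% observed, so no simulated part gave both shares. Within each assay, no simulated part gave both its share and its slope either. In ribosome profiling a part of 0.1 gave at least 76.3% but slopes of at most 0.196, against 0.254 observed. In RNA-seq a part of 0.4 gave at least 95.7%, and a part of 0.3 slopes of at most 0.445. The mismatch can thus lie in the simulations, which rest on assumed changes, and decides nothing about the assays. In the data, the KO change was therefore taken against 1 WT library and the Het change against the other, over the 500 groups with the lowest p in KO. With the lower-numbered WT library for KO, the slope was 0.270 in RNA-seq and 0.184 in ribosome profiling (difference 0.086, bootstrap interval over joined groups 0.013 to 0.156), and the shares were 81.4% and 70.8%. With the higher-numbered library for KO, the slopes were 0.198 and 0.153 (difference 0.045, -0.007 to 0.0995) and the shares 83.6% and 73.6%. With ribosome profiling thinned to the RNA-seq totals, the differences were 0.117 to 0.225 over 10 draws, each interval above 0. Because 1 of the 2 intervals at the deposited depth includes 0, shared WT libraries cannot be told apart from a difference between assays as the source of the gap. Background in WT would move calls lower in KO. Among calls higher in KO, 91.7% had the same sign in Het in RNA-seq (lowest bound of the joined calls 84.6). In ribosome profiling 76.8% did (joined calls 529 same and 312 other, interval 59.5 to 66.2). Joining merged 1751 calls of the same sign into 529, more strongly than in RNA-seq, where 494 became 300. Unrelated neighbours can be merged too, so the joined intervals of the 2 assays are not comparable. Since background would move changes lower, the unjoined 91.7% in RNA-seq argues against it for the calls higher in KO. For calls lower in KO it cannot be told apart: over all calls the slope was 0.45 without groups of 10% or more background, but that filter has the limits given above. With libraries thinned to equal totals within each assay, the slope in RNA-seq was at least 0.429 in 10 draws, and at most 0.24 in ribosome profiling. With ribosome profiling thinned to the RNA-seq totals its slope was 0.28 to 0.32 (at most 0.3235), below the 0.52 in RNA-seq by more than the width of the simulated range, 0.081. The share with the same sign rose from 75.2% to between 80.1% and 85.3% at that depth, nearer to the 93.2% of RNA-seq, and 20 simulations of an unchanged Het there gave 65.3% to 73.3% and slopes of 0.15 to 0.25. Depth may thus be part of the gap and, by the slope, not all of it. Single Het libraries gave slopes of 0.57 (lower number) and 0.46 (higher number) in RNA-seq, and 0.26 and 0.25 in ribosome profiling, so neither library alone carried the pattern. In RNA-seq the library with the higher slope was also the deeper.

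A different reading is that the WT RNA-seq libraries stand apart for a technical reason. At equal library totals, though with 7493 groups tested in RNA-seq and 6834 in a thinned ribosome profiling set, RNA-seq gave 1165 calls against 329 to 443 for ribosome profiling in KO vs WT, and 127 against 10 to 21 in Het vs WT. In KO vs Het, without WT, the numbers were 449 against 387 to 468, a ratio of 1.05 to their median. The excess of RNA-seq calls was thus seen in the comparisons that involve WT, whose RNA-seq libraries were the shallowest and had the highest low-footprint share. An RNA response present in both Het and KO and not matched in footprints would give the same counts, so this and a technical difference of the WT libraries cannot be told apart with 2 WT libraries that differ from the rest in depth, number range and genotype together.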
